A study of Mus musculus with 4 samples. Its data were reported in "Mapping the chromatin landscape and Blimp1 transcriptional targets that regulate trophoblast differentiation" (2017).

How the data were processed

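ATAC-seq had been carried out by the authors on 75000 cells of each of 2 wild type mouse trophoblast stem cell (TSC) lines, at 0 hours and after 48 hours of differentiation (d2), giving 4 libraries with 2 per stage. According to the study's methods, paired-end reads were mapped to mm10 with Stampy and accessible regions were called in each line with MACS2, both with default parameters. Versions, any shift of reads for the transposase, the treatment of duplicate reads and any filter on mapping quality were not given in the sources used here. The submitters' processing notes also name MACS2 and mm10. Regions called in only 1 line of a stage were dropped by the authors, and differentially accessible regions (DARs) were their MACS2 calls of one stage against the other that were found in both lines. 4 deposited lists were therefore used, a peak list and a DAR list for each stage. All 135513 regions on named chromosomes lay within the lengths of the GRCm38 chromosomes, and coordinates below are 1-based on this build (mm10).

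Each deposited region carried a score for each of 2 replicates as written by the authors. The scale of this score was not named. The lowest scores, 1.30 in the peak lists and 5.00 in the DAR lists, fit −log10 q-values at the MACS2 thresholds, and the score was read as such. Scores were used to describe or rank regions within a list and, in the closing section, to compare between lists the share of regions that scored lower in replicate 1. The libraries had no read counts here, so depth was unknown and a difference in depth between stages could not be removed. A deeper or cleaner library gives more and wider calls, which would move every count of regions below.

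Lists were compared with bedtools 2.31.1, taking 1 shared base as an overlap. Peaks that overlapped no DAR of their stage served as the comparison set for DARs ("other peaks"), and peaks with no overlapping peak at the other stage were called TSC-only or d2-only. Regions were placed on the GRCm38 primary assembly with the GENCODE annotation of that build. The distance from the centre of a region to the nearest transcription start site (TSS) of a protein-coding gene was used to assign regions to genes within 100 kb. A centre within 1 kb of a TSS was called promoter, and other centres were called exon, intron or intergenic. Repeats were read from the soft-masked bases of the assembly, without repeat families, and a region was called mostly masked at 50% of its bases or more. Words of 24 bases and of 75 bases were counted over the whole assembly in 200 bp windows round region centres, to find repeated sequence and the share of positions that a read of that length could match uniquely. 10000 random regions of matching width were drawn from chromosomes 1 to 19 and X.

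15 consensus motifs were searched on both strands of the 200 bp windows, each with its reversed, not complemented, sequence as a control. The control of the Sp/KLF motif equals the motif, so it is void and is not counted, which leaves 14 controls. 18 gene lists with 378 entries covered TSC self-renewal, trophoblast giant cells, spongiotrophoblast and glycogen cells, labyrinth and syncytiotrophoblast, embryonic pluripotency, primitive endoderm, fibroblasts as feeder cells, FGF and ERK signalling, TGF-beta, Nodal and BMP signalling, actin cytoskeleton and focal adhesion, epithelial junctions, cell cycle and endocycle, AP-2, GATA, ETS, AP-1 and TEAD factors, vascular and angiogenic genes, Blimp1 targets named by the study, ribosomal proteins, neuronal genes and haematopoietic genes. 1 entry, Hbb-b1, had no match in the annotation.

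Medians were compared by permutation tests with 100000 resamples and shares by Fisher's exact test. Gene lists and motifs were compared by an exact stratified permutation test with Mantel-Haenszel odds ratios. The strata were the number of peaks assigned to a gene (6 classes, starting at 1, 2, 3, 5, 9 and 17 peaks), or, for motifs, the GC content of the window in bins of 5 percentage points together with lying within 5 kb of a TSS or not. For d2 DARs the peaks counted for a gene were d2 peaks, gained sites included. The background of a list was every gene with at least 1 peak or DAR of the stage. All tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each family, and the threshold was 0.05. Intervals of shares and odds ratios are 95% intervals, by Wilson's method for shares, and the share that a count of 0 allows is given as 3 counts of the total. Apart from the tests and alternatives that the text names as chosen after the data or results were seen, lists, motifs, tests and alternatives were fixed before the data were examined, as was the rule for the genes named: loci the study names, the 10 genes with the most d2 DARs (ties going to the gene with more d2 peaks, while genes left out by a tie are also named), up to 4 genes with the most d2 DARs in each list, the 10 TSC DARs nearest to a TSS, and the 5 DARs of each stage with the highest lower score.

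The tests were tested on simulated data made from the real genes and regions, with 400 simulated tables per setting. For lists of 20 genes among 16968, 65.8% of tables with a true odds ratio of 4 gave an unadjusted exact p below 0.05, against 23.2% at a true odds ratio of 2 and 1.75% with no effect. The simulated genes kept their number of d2 peaks, whereas in the data a gained site is mostly a d2 peak itself. The strata can remove part of such a gain, which was not simulated, so these shares may overstate what was detectable. For a motif as frequent as AP-1, 99.5% of tables with a true odds ratio of 1.2 were below that threshold in the 7378 d2 DARs. In the 160 TSC DARs it was 86.0% with a true odds ratio of 2. Rarer motifs, such as C/EBP, Esrrb and T-box, were not simulated, and these shares do not hold for them. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, numba 0.67.0 and matplotlib 3.10.9, and the assembly was indexed with samtools 1.23.1.

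Alternatives covered the overlap that counts as shared, region width, score, the merging of DARs within 1 kb, all annotated genes in place of protein-coding ones, a 25 kb window for genes, other windows and no strata for motifs, and stricter repeat thresholds. Regions on unplaced scaffolds, which are absent from the chromosomes analysed, entered the counts and overlaps of peaks, the annotation shares (as intergenic) and the totals of the chromosome shares. Distances, repeats, motifs and gene lists were without them. Embryonic stem cell and 8-cell embryo chromatin, expression data and Blimp1 occupancy, which the study also examined, were not analysed here.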

Results

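Trophoblast stem cells (TSCs) are the self-renewing progenitors of the placental trophoblast. They are held in culture by FGF4, heparin and TGF-beta, and withdrawal of these factors starts their differentiation towards giant cells. Open chromatin was profiled by ATAC-seq, in which a transposase cuts accessible DNA, in 2 wild type mouse lines as TSCs and again on day 2 of differentiation (d2), with 1 library per line and stage. Each stage had a list of accessible regions (peaks) and a list of differentially accessible regions (DARs), both joined over the lines by the authors. No value per line was therefore available for these lists other than the authors' scores, and the tests below are over regions or genes, which are not replicate cultures. Read depth was unknown. Intervals cover counting error only.

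To ask which chromatin changed on differentiation, the lists of both stages were first set side by side. DARs of higher accessibility at d2 were 46.1 times as numerous as those of higher accessibility in TSCs, with 7378 against 160. Both counts hold only regions called in both lines. In the authors' deposited table the TSC DARs had a median score of 6.66 in replicate 1, where the lowest was 5.02, and of 15.7 in replicate 2. The study proposes that some DARs were missed in 1 line because they lay near the threshold, so the ratio may depend on the joining of lines. Tfap2c, which encodes the trophoblast transcription factor AP-2γ, had 6 d2 DARs, and its assigned peaks numbered 12 in TSCs and 19 at d2. Ovol2, a transcriptional repressor required for placental development, had 4 d2 DARs with 2 peaks in TSCs and 7 at d2, and Elf5, a regulator of the trophoblast lineage, had 2 d2 DARs with 6 and 13 peaks. The orphan nuclear receptor gene Esrrb, which supports TSC self-renewal, had 13 peaks in TSCs and 8 at d2 and had a promoter peak in TSCs but not at d2, although 1 d2 DAR was also assigned to it. At Cdx2, a trophectoderm regulator, all 5 peaks of TSCs and all 5 of d2 were shared between the stages.

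The TSC list held 57019 peaks covering 11.6 Mb and the d2 list 71102 peaks covering 14.1 Mb, which is 1.25 times as many peaks. The median width was 150 bp in TSCs and 152 bp at d2. Of the TSC peaks 64.2% (95% Wilson interval 63.8 to 64.6) overlapped a d2 peak, and of the d2 peaks 50.7% (50.3 to 51.1) overlapped a TSC peak, leaving 20429 TSC-only and 35063 d2-only peaks. All 160 TSC DARs lay in TSC peaks and 14 (8.75%, interval 5.28 to 14.2) also lay in d2 peaks. Of the d2 DARs 99.2% lay in d2 peaks and 937 (12.7%, interval 12 to 13.5) in TSC peaks. No region was shared by the DAR lists, which largely follows from their definition by calls in opposite directions. The authors' peak scores had medians of 6.85 in replicate 1 and 11.9 in replicate 2 of the TSC list, and of 9.96 and 9.60 in the d2 list. The TSC DARs had median scores of 6.66 and 15.7 in the authors' deposited table, and the d2 DARs 11.1 and 10.5. Across chromosomes, d2 DARs were less frequent on chromosome 7 (5.58% of d2 DARs and 6.65% of other d2 peaks, Fisher's exact test, adjusted p = 0.00749) and no other chromosome passed. For TSC DARs 0 of 20 chromosomes passed by Fisher's exact test, with 2 at an unadjusted p below 0.05.

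Among all protein-coding genes, Trio, a guanine nucleotide exchange factor for Rho GTPases, and Afap1l2, an adaptor protein bound to actin filaments, had the most d2 DARs, with 8 each. Peaks assigned to Trio numbered 25 in TSCs and 42 at d2, and those assigned to Afap1l2 5 and 15. Trio also carried 1 TSC DAR. A further 11 genes had 7 each, Auts2, Fndc3b, Itpr1, Mbnl2, Ncor2, Map3k4, Plcg2, Crim1, Mtss1, App and Vgll3. For all 13 the number of peaks was higher at d2 than in TSCs, for example 24 against 9 at Itpr1, the gene of an inositol trisphosphate receptor. This follows largely from choosing the genes by d2 DARs, of which 99.2% lay in d2 peaks and 12.7% in TSC peaks. A d2 DAR was assigned to 3965 of the 16968 genes with a d2 peak or DAR, 1278 genes had 2 or more and 105 had 5 or more, whereas 82 of 16450 genes had a TSC DAR.

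**Figure D1:**
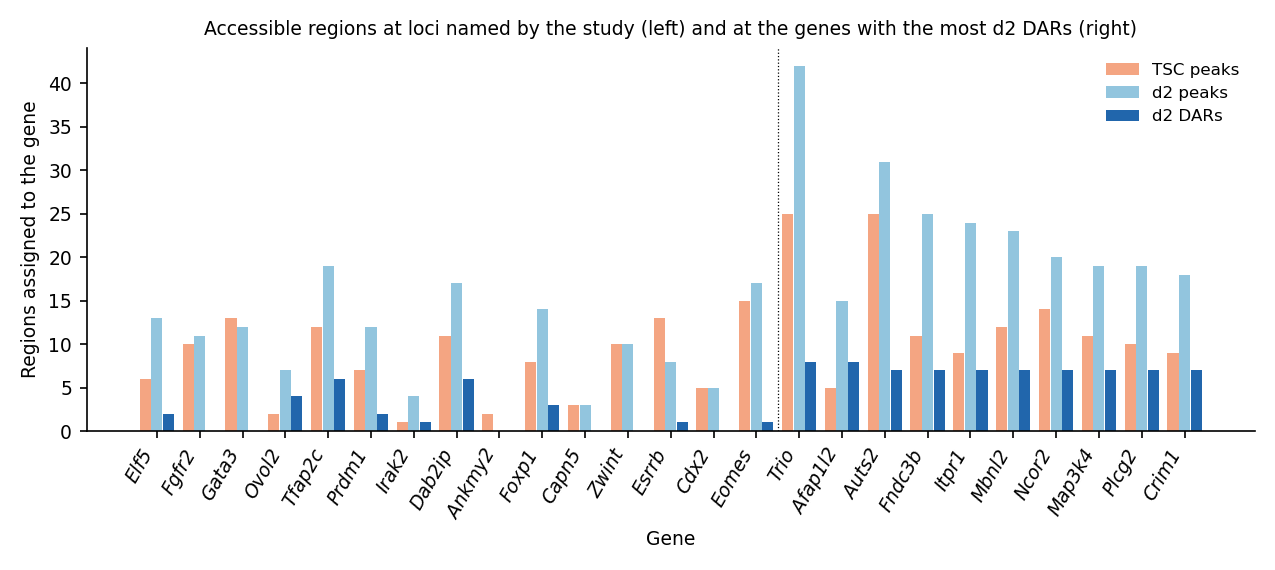
Number of regions assigned to each gene (y axis, regions whose nearest protein-coding TSS within 100 kb is that of the gene), with bars for TSC peaks, d2 peaks and d2 DARs, for loci named by the study on the left of the dotted line and for 10 of the 13 genes with 7 or more d2 DARs on the right, where the 3 with the fewest d2 peaks (App, Mtss1 and Vgll3) are not drawn. Tfap2c and Dab2ip have 6 d2 DARs each and Trio and Afap1l2 have 8 each, whereas Esrrb has more TSC peaks (13) than d2 peaks (8).

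The study singles out several loci at d2. Some of them, such as Tfap2c, Prdm1, Irak2 and Dab2ip, it named for d2 DARs in these samples, so these DARs are not independent evidence of a gain. Dab2ip, a Ras GTPase-activating protein gene, had 6 d2 DARs, of which 1 was in a promoter (chromosome 2, 35697108 to 35697287 in the authors' deposited table) and 5 were intronic. The d2 DAR of Irak2, a kinase of interleukin 1 signalling, lay in an intron at chromosome 6, 113656847 to 113657183, and scored 44.9 and 41.6 in the authors' deposited table. Prdm1, which encodes the repressor Blimp1, had 1 intronic d2 DAR and 1 at 77.8 kb upstream of the TSS, and its peaks numbered 7 in TSCs and 12 at d2. Foxp1, a forkhead factor, had 3 d2 DARs with 8 and 14 peaks, and Eomes, a T-box factor of TSCs, had 1 d2 DAR 49.9 kb away with 15 and 17 peaks. No d2 DAR was assigned to Fgfr2, Gata3, Cdx2, Capn5, Zwint or Ankmy2. At Tfap2c all 6 assigned d2 DARs were intergenic, 5 of them upstream at 3.81 to 38.5 kb and 1 downstream of the TSS at 51.1 kb. The highest scores among them in the authors' deposited table, 16 and 40.6, belonged to the DAR at chromosome 2, 172530974 to 172531487.

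**Figure D2:**
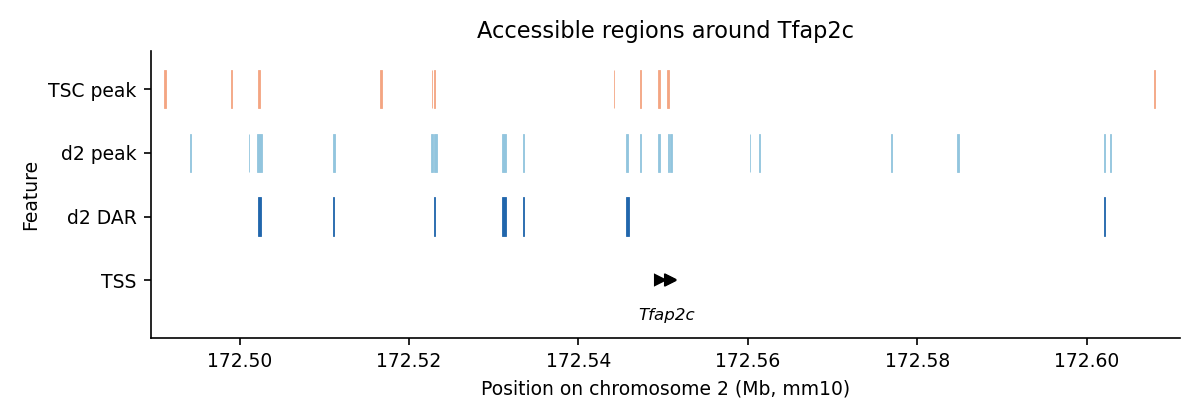
Map of chromosome 2 from 172489593 to 172610991 (x axis, position in Mb on mm10), with a line each for TSC peaks, d2 peaks, d2 DARs and the annotated TSSs of Tfap2c, where arrowheads give the direction of transcription and boxes are drawn to scale. Of the 7 d2 DARs, 6 are assigned to Tfap2c and the leftmost lies nearer the TSS of another gene; the window holds 11 TSC peaks and 19 d2 peaks.

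The strongest d2 DARs, ranked by the lower of the authors' scores, lay away from promoters. 2 of the 5 lay 48.9 and 74.9 kb upstream of Ankrd50, and the others lay 53.1 kb from Phc1, a Polycomb gene, in an intron of Vgll3, a cofactor of TEAD factors, and 350.5 kb from Kdm4c, a histone demethylase gene. Of the 5 strongest TSC DARs, 4 were intergenic and at least 94.1% masked as repeats, nearest to Soga3, Gpr65, Serbp1 and Amy2a5. The remaining one, in an intron near Fggy, held no masked base. The 10 TSC DARs nearest to a TSS lay 0.934 to 4.51 kb from it, and the single promoter DAR was at Olfr1252, an olfactory receptor gene. Zfp788, a zinc finger gene, had the single TSC DAR in an exon, and S100a10, Bex3, Plcb4 and Zbtb45 were among the other genes.

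To ask where the changed regions lie relative to genes, distances to the nearest protein-coding TSS were compared. TSC DARs were far from protein-coding genes, with a median of 86.7 kb, and 74 of 160 (46.2%, interval 38.7 to 54.0) lay beyond 100 kb. d2 DARs had a median of 23.8 kb, and 65.8% (64.7 to 66.8) lay between 5 and 100 kb. Other peaks were closer, with medians of 11.3 kb in TSCs and 12.4 kb at d2, and random regions had a median of 55.0 kb. The difference of 62.9 kb between the DAR lists gave a permutation p of 1e-05, the smallest that 100000 resamples can give, as did the comparison of each DAR list with the other peaks of its stage. With the TSSs of all annotated genes, the medians were 16.7 kb for TSC DARs, 9.45 kb for d2 DARs and 15.96 kb for random regions, and the difference between the DAR lists was 7.26 kb (permutation p = 1e-05). The difference from other peaks of the stage then fell from 75.5 to 12.8 kb for TSC DARs and from 11.4 to 4.85 kb for d2 DARs. Against other d2 peaks, the odds ratio of a d2 DAR lying between 5 and 100 kb was 2.10 (2.00 to 2.21) and that of lying within 5 kb was 0.347 (0.326 to 0.369). Against other TSC peaks, the odds ratio of a TSC DAR lying beyond 100 kb was 4.37 (3.20 to 5.96, Fisher's exact test, adjusted p = 5.28e-18).

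**Figure D3:**
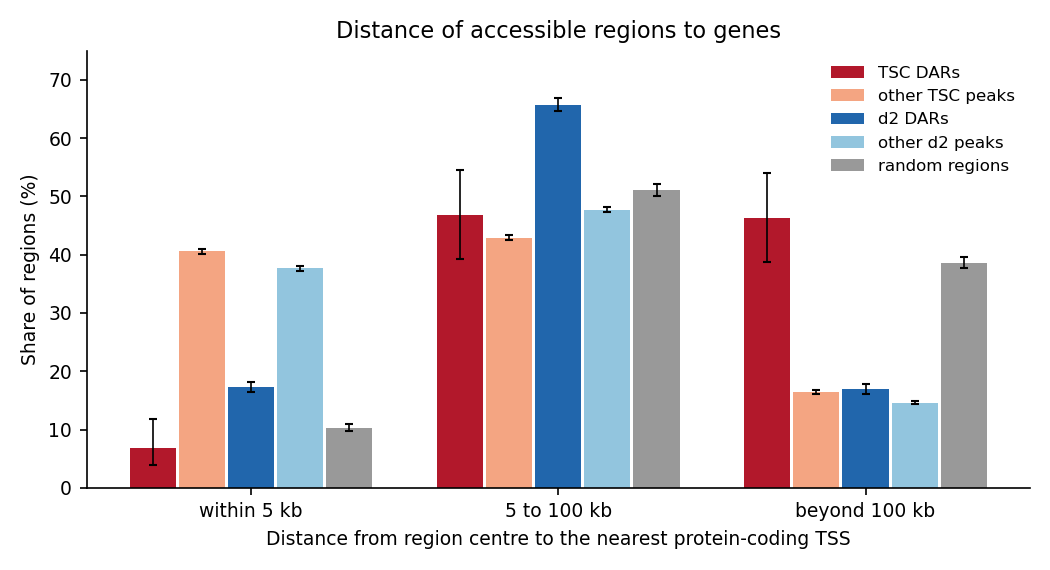
Share of regions (y axis, %) whose centre lies within 5 kb, 5 to 100 kb or beyond 100 kb of the nearest protein-coding TSS (x axis), for DARs, other peaks of each stage and random regions, with 95% Wilson intervals as error bars. d2 DARs are highest at 5 to 100 kb (65.8%) and TSC DARs are highest beyond 100 kb (46.2%).

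Promoters were less frequent in both DAR lists than in other peaks. They made up 0.625% of TSC DARs and 5.19% of d2 DARs, compared with 33.2% of other TSC peaks, 29% of other d2 peaks and 2.56% of random regions. With all annotated genes counted, the odds ratio of a promoter against other peaks moved from 0.0127 to 0.0716 for TSC DARs and from 0.134 to 0.226 for d2 DARs. d2 DARs were intronic in 45.3% of cases and intergenic in 46.1%, and the odds ratio of an intronic site against other d2 peaks was 2.04 (1.95 to 2.15). TSC DARs were intergenic in 76.9% of cases, with an odds ratio of 4.81 (3.33 to 6.95) against other TSC peaks (Fisher's exact test, adjusted p = 7.65e-20), and their intronic share of 21.9% was not distinguishable from the 23.5% of other TSC peaks (adjusted exact p = 0.709). These are shares of all regions, promoters included. The intronic and intergenic odds ratios of both DAR lists therefore depend on their lack of promoters, and shares outside promoters were not compared.

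Because the study examined repeats in DARs, the repeat content of each list was measured. TSC DARs were more often, and d2 DARs less often, mostly masked as repeats than other peaks. At least 50% of the sequence was masked in 85 of 160 TSC DARs (53.1%, interval 45.4 to 60.7) and in 232 of 7378 d2 DARs (3.14%, interval 2.77 to 3.57), compared with 16.8% of other TSC peaks, 8.25% of other d2 peaks and 29.7% of random regions. The odds ratio was 5.60 (4.10 to 7.65) for TSC DARs against other TSC peaks (Fisher's exact test, adjusted p = 2.50e-25) and 0.361 (0.316 to 0.412) for d2 DARs against other d2 peaks. With any masked base counted, 76.2% of TSC DARs and 75.7% of random regions were positive, an odds ratio of 1.03 (0.713 to 1.49) that did not pass, while against other TSC peaks it was 3.26 (2.26 to 4.69). For d2 DARs the share with any masked base was 41.6%, near the 43.2% of other d2 peaks (odds ratio 0.937, 0.892 to 0.984, adjusted exact p = 0.00985). A 24-base word found 10 or more times in the genome occurred in 62.5% of TSC DARs, 8.73% of d2 DARs, 23.5% of other TSC peaks and 15.5% of other d2 peaks.

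**Figure D4:**
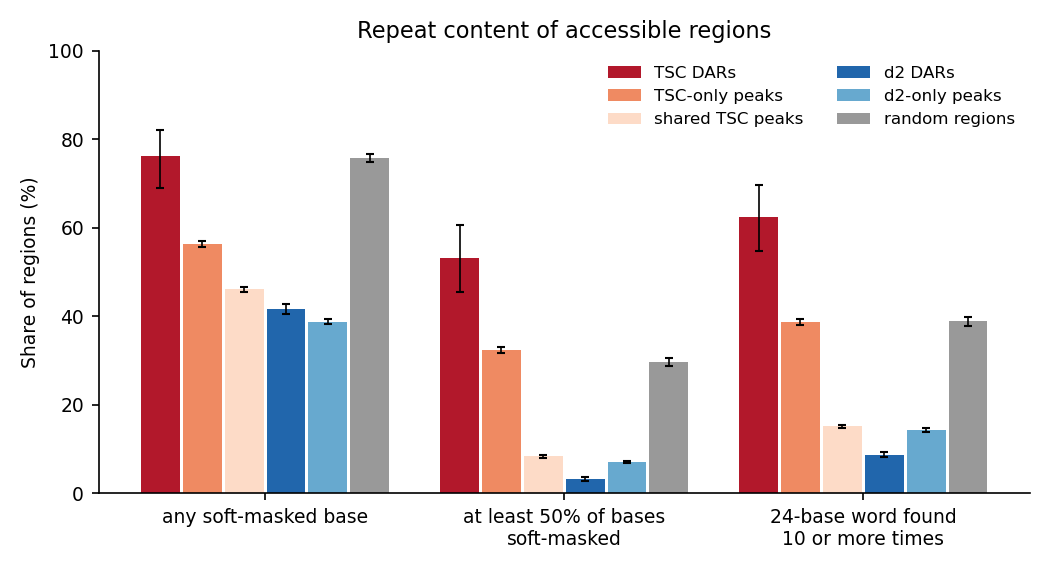
Share of regions (y axis, %) with any soft-masked base, with at least 50% of bases soft-masked, or with a 24-base word found 10 or more times in the genome (x axis), for TSC DARs, TSC-only peaks, TSC peaks shared with d2, d2 DARs, d2-only peaks and random regions, with 95% Wilson intervals as error bars. At least 50% of bases were masked in 53.1% of TSC DARs, 32.4% of TSC-only peaks, 8.31% of shared TSC peaks and 3.14% of d2 DARs.

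To ask which binding motifs marked these regions, consensus matches were counted. In d2 DARs the AP-2, GATA and C/EBP motifs were more frequent than in other d2 peaks of like GC content and distance from genes. The AP-2 motif was present in 22.3% of d2 DARs and 17.7% of other d2 peaks (odds ratio 1.69, 1.59 to 1.80), the GATA motif in 23.9% and 13.3% (1.59, 1.5 to 1.69) and the C/EBP motif in 0.800% and 0.338% (2.38, 1.76 to 3.21; exact permutation test, adjusted p = 2.41e-07). The motif of the insulator protein CTCF was found in 8 of 7378 d2 DARs and in 3.81% of other d2 peaks, an odds ratio of 0.0214 (0.0107 to 0.0430). Sp/KLF (0.332), Cdx (0.611), AP-1 (0.682), SOX (0.687), NF-Y (0.722), T-box (0.792) and E-box (0.831) motifs were also less frequent. The ETS motif (1.06, 0.984 to 1.13), TEAD (1.00, 0.928 to 1.09), Esrrb (0.598, 0.358 to 0.999) and Blimp1 (0.920, 0.835 to 1.01) did not pass the adjusted threshold by the exact test. Within the regions as given, in place of 200 bp windows, the ETS motif passed (1.23) and the TEAD motif passed (1.10), and the T-box (0.998) and E-box (0.966) calls were lost. Without strata the TEAD motif passed (1.31) and the odds ratio of the T-box motif was 1.01. In 500 bp windows the Blimp1 motif passed in the lower direction (0.916, adjusted exact p = 0.00929) and the T-box motif did not (0.916, adjusted exact p = 0.193). Of the 14 reversed controls that differ from their motif, 3 passed above, with odds ratios of 1.10 to 1.19, and 2 below, AP-2 (0.579) and GATA (0.822). Values as low as those of the less frequent motifs other than CTCF and Sp/KLF were also seen for a control.

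In TSC DARs the T-box, Cdx and SOX motifs were more frequent, families to which the TSC factors Eomes, Cdx2 and Sox2 belong. The T-box motif was present in 48 of 160 TSC DARs (30%) and 2.76% of other TSC peaks (odds ratio 6.77, 4.72 to 9.72), the Cdx motif in 25% and 3.79% (3.76, 2.59 to 5.44) and the SOX motif in 36.2% and 10.4% (2.57, 1.84 to 3.58; exact permutation test, adjusted p = 6.67e-07). CTCF was matched in 0 of 160, which allows a share of up to 1.88% (3 counts of 160), against 3.79% of other TSC peaks (exact permutation test, adjusted p = 0.00342). The AP-1 (0.488), GATA (0.550) and NF-Y (0.605) motifs were less frequent. Without strata the calls of AP-1 (0.884), GATA (1.18) and NF-Y (0.680) were lost, as were in the regions as given those of GATA (0.707) and NF-Y (0.779) and in 500 bp windows that of NF-Y (0.845). AP-2 (0.784), ETS (0.623), TEAD (1.41), Blimp1 (0.552), E-box (0.543), C/EBP (4.09) and Sp/KLF (3.69) did not pass. The Esrrb motif was matched in 0 of 160 TSC DARs and in 0.313% of other TSC peaks, which is too rare for a lack of matches to be informative. Without strata TEAD (2.88) and, in the lower direction, AP-2 (0.374) passed, and in 500 bp windows TEAD (2.39) and, in the lower direction, ETS (0.567, adjusted exact p = 0.0224). The reversed Blimp1 (3.74, 2.66 to 5.26) and NF-Y (1.89) controls also passed. Values near those of Cdx and SOX, though none as high as that of T-box, were also seen for sequences that are not known binding sites. After mostly masked regions were left out, an alternative chosen after seeing the data, Cdx (2.60, adjusted exact p = 0.0343) and SOX (3.03, adjusted exact p = 0.000741) passed and T-box did not (2.07, interval 0.898 to 4.79, adjusted exact p = 0.363), and CTCF, at 0 of 75, did not (adjusted exact p = 0.0733). No reversed control passed there, although the GATA control, at 2.31 (1.36 to 3.92, adjusted exact p = 0.0524), was near the value of Cdx.

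**Figure D5:**
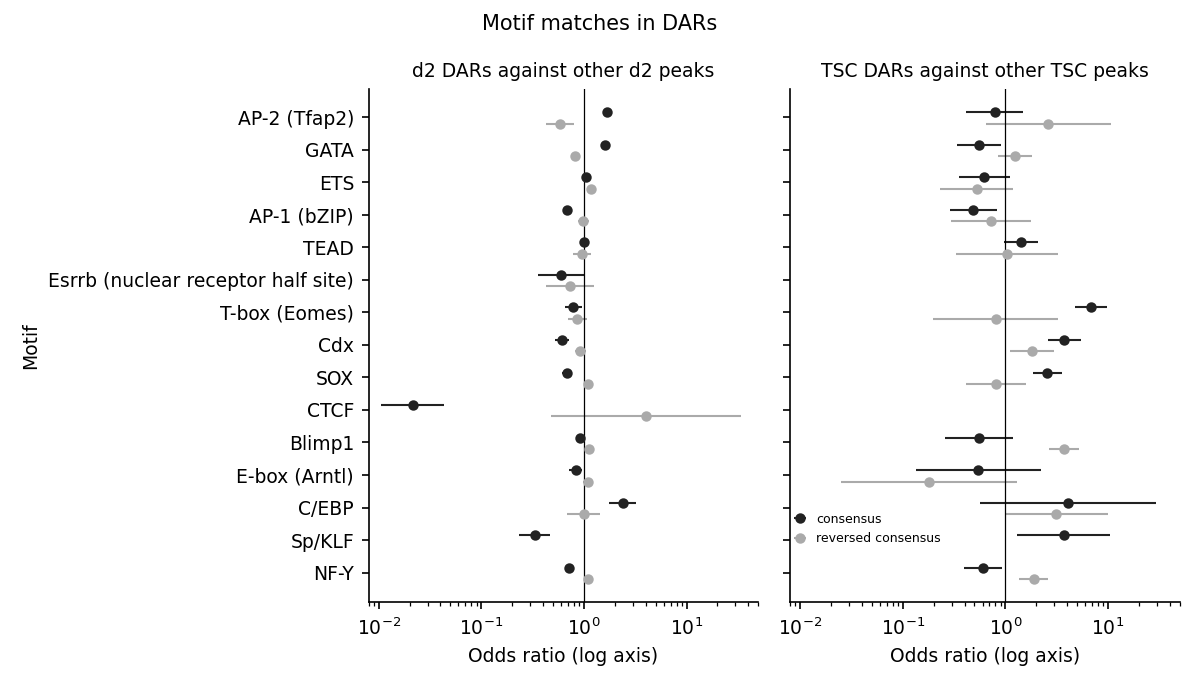
Mantel-Haenszel odds ratios (x axis, log scale, points) with 95% intervals (lines) of each motif (y axis) in d2 DARs against other d2 peaks on the left and in TSC DARs against other TSC peaks on the right, in black for the consensus and in grey for its reversed sequence, and with no point where no TSC DAR matched or for the Sp/KLF control, which equals its motif. AP-2 (1.69) and GATA (1.59) lie above 1 in d2 DARs, CTCF (0.0214) lies far below it, and T-box (6.77), Cdx (3.76) and SOX (2.57) lie above 1 in TSC DARs.

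To ask which gene groups gained accessible sites, the share of genes with a d2 DAR was compared with that of other genes with like numbers of d2 peaks, which include the gained sites. None of the 18 lists passed the adjusted threshold by the exact permutation test, and 2 were above at an unadjusted p below 0.05. Of the 30 actin cytoskeleton and focal adhesion genes 19 had a d2 DAR, against 13.9 expected (odds ratio 2.49, 1.04 to 5.96, exact p = 0.0289, adjusted 0.260). Tns1 had 6, Ptk2, which encodes focal adhesion kinase, 5, and Flnb and Itgb1 3 each. Of the 14 fibroblast genes tested 6 had a d2 DAR, against 2.71 expected (odds ratio 7.06, 1.57 to 31.7, exact p = 0.0219, adjusted 0.260), among them Col1a2, Col5a1, Prrx1 and S100a4 with 2 each. Within classes of the number of TSC peaks, an alternative chosen after seeing the data, no list passed by the exact test either. The lowest p were those of the actin list (odds ratio 3.22, 1.43 to 7.29, adjusted exact p = 0.0541) and of the labyrinth and syncytiotrophoblast list (3.58, 1.28 to 9.98, adjusted exact p = 0.202). The fibroblast list was then at 3.11 and without strata at 2.46.

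Trophoblast lists, none of which passed by the exact test, also had genes with d2 DARs. Of 20 labyrinth and syncytiotrophoblast genes 12 had a d2 DAR (expected 10.6 from their d2 peaks, odds ratio 1.54, interval 0.508 to 4.64, and without strata 4.93, adjusted exact p = 0.00288), led by Fzd5 and Ovol2 with 4 and by Pparg and Tfeb with 3. Of 14 giant cell genes 7 did (expected 6.11, odds ratio 1.3), with 3 each at the cell cycle inhibitor gene Cdkn1c and at Gata2. For the spongiotrophoblast and glycogen cell list it was 4 of 13 (odds ratio 0.540), including 5 d2 DARs at the imprinted gene Peg10 and 2 at Egfr, and for TSC self-renewal genes 5 of 16 (0.372, expected 7.78), with 2 at Elf5 and 1 each at Eomes, Esrrb and Klf5. The AP-2, GATA, ETS, AP-1 and TEAD factor genes had d2 DARs in 13 of 22 cases (1.27), with 6 at Tfap2c, 5 at Elf1 and 4 at Elk3. Within classes of the number of TSC peaks the odds ratios were 2.08 for the giant cell, 1.05 for the spongiotrophoblast, 0.553 for the TSC self-renewal and 2.25 for the factor list. Without strata they were 3.28 (adjusted exact p = 0.0807), 1.46, 1.49 and 4.75 (adjusted exact p = 0.00288).

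None of the signalling and structural lists passed by the exact test. TGF-beta, Nodal and BMP genes had a d2 DAR in 9 of 25 cases (odds ratio 0.799), with 5 at the inhibitor gene Smad7 and 3 at Tgfbr2, FGF and ERK genes in 7 of 19 (0.761), with 4 at Spred2, and epithelial junction genes in 11 of 21 (1.35), with 5 at the tight junction gene Tjp1. Cell cycle and endocycle genes had one in 7 of 24 cases (0.873), among which the endocycle regulators E2f8 and E2f7 had 6 and 3, and vascular genes in 9 of 21 (1.965), with 2 each at Hif1a and Tek. Blimp1 targets named by the study had one in 5 of 13 cases (0.472, and 1.03 within classes of TSC peaks). The study defined these targets by Blimp1 occupancy and expression in Prdm1 mutants, and pointed to d2 DARs at Irak2 and Dab2ip among them. Lists of other cell types were at 4 of 15 for embryonic pluripotency (0.625), 3 of 13 for primitive endoderm (0.624), 1 of 18 for neuronal (0.268) and 1 of 10 for haematopoietic genes (0.231), and ribosomal protein genes at 3 of 39 (0.316), 3 of their d2 DARs being at Rps20. With at least 2 d2 DARs required the fibroblast list passed (odds ratio 10.8, adjusted exact p = 0.0319), and without strata 4 lists passed, which were actin cytoskeleton and focal adhesion (5.69), labyrinth (4.93), AP-2, GATA, ETS, AP-1 and TEAD factors (4.75) and epithelial junction (3.61).

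TSC DARs were assigned to 82 genes, and 1 of these was in a list, Nr0b1 of the TSC self-renewal list, named after its values were seen (1 of 15 genes tested, odds ratio 4.77, 0.638 to 35.7). The other 17 lists had 0, no list passed by the exact permutation test, and none had an unadjusted p below 0.05. The number of TSC DARs within 100 kb of a TSS was 86, so little could be detected for any list.

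Peaks found at a single stage gave a further comparison of the same lists. The tests of this comparison took single peaks as units, although peaks assigned to the same gene may not be independent. Their p-values and intervals therefore do not measure the spread over genes. FGF and ERK signalling genes, the pathway whose ligand is withdrawn on differentiation, had 47 d2-only and 49 TSC-only peaks, whereas 28452 d2-only and 15072 TSC-only peaks were assigned to genes in all (odds ratio 0.507, 0.340 to 0.757, Fisher's exact test, adjusted p = 0.0207). TSC-only peaks outnumbered d2-only ones at 9 of the 20 genes, including the feedback inhibitors Spry2 (7 and 2) and Spry4 (5 and 0) and the receptor gene Fgfr4 (4 and 0), named after their values were seen. At 7 genes the reverse held, including Spred2 (3 and 13) and Dusp4 (0 and 5, likewise chosen after its values were seen). With each gene of the list left out in turn, an alternative chosen after seeing the data, the odds ratio was 0.391 to 0.567. The call was lost for 6 of the 20 genes (Spry2, Spry4, Fgfr4, Il17rd, Etv4 and Sos1), with an adjusted exact p of up to 0.116. Labyrinth and syncytiotrophoblast genes (93 d2-only and 29 TSC-only peaks, odds ratio 1.70, adjusted exact p = 0.116), Blimp1 targets named by the study (57 and 17, 1.78, adjusted exact p = 0.224) and TSC self-renewal genes (48 and 39, 0.651, adjusted exact p = 0.243) did not pass. Within 25 kb of a TSS the TSC self-renewal list also passed (0.363, adjusted exact p = 0.00808). The remaining 14 lists had odds ratios of 0.575 to 1.54 and did not pass.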

Values the study reported

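The study reported 57,019 accessible regions in TSCs. It placed most d2 DARs 5–100 kb from the nearest TSS, with TSC DARs lying farther away. It found enhanced accessibility on differentiation at 99 of 1286 regions occupied by Blimp1 at d2.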

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

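The count in this part was made after the lists had been seen, and no test was run on it. It drew notice because it lies outside the chromosomes used for the comparisons. The d2 peak list held 146 regions on 25 unplaced or unlocalized scaffolds, of which 59 lay on a single scaffold, whereas the TSC peak list held 0. In proportion to the lengths of the lists, 117 would have been present in TSCs. No explanation was tested.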

How the results depend on the processing

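The alternatives below were planned, except those without mostly masked regions and those within classes of the number of TSC peaks, which were chosen after the results were seen. No paired analysis was possible because the lists hold only regions joined over both lines, scores exist only for regions called in both, and the lists do not say which line each score belongs to. Leaving out each line in turn and the replicate block were therefore not run. Read depth was unknown and no test over libraries could be made. The distance, annotation and repeat comparisons kept their direction and their side of the threshold, though not their size, apart from the repeat comparison with random regions given here. Over all alternatives, the odds ratios of single motifs and gene lists kept both in 217 cases, passed only under the alternative in 14, no longer passed in 13 and changed side of 1 in 41. The 217 include the gene lists that had no TSC DAR under any setting. Those had little room to change, so the count overstates how stable the results were.

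The share of TSC peaks overlapping d2 peaks was 62.9% with 50% of the shorter region shared, 48.4% with 50% of both, 65.8% among regions of 100 bp or more and 65.3% in the upper 50% of scores, and that of d2 peaks overlapping TSC peaks was 49.7%, 38.8%, 50.1% and 53.0%. The upper 50% of scores held, by construction, 29843 TSC peaks, 36143 d2 peaks, 80 TSC DARs and 3735 d2 DARs. With 50% of the DAR shared, 3.75% of TSC DARs lay in d2 peaks and 7.22% of d2 DARs in TSC peaks. Against random regions, the odds ratio of TSC DARs was 2.68 with at least 50% of bases masked, and passed. The motifs less frequent in TSC DARs numbered 2 in the regions as given, 2 without strata and 0 without mostly masked regions, and those more frequent in d2 DARs numbered 5 in the regions as given. Lists above other genes in d2 DARs numbered 4 without strata and 1 with at least 2 DARs required, and 2 lists lost peaks in excess within 25 kb. Without strata the odds ratio changed side to 1.18 for GATA and 0.348 for Sp/KLF in TSC DARs and to 1.01 for T-box in d2 DARs, and GATA and T-box had passed with strata. No other odds ratio that changed side had passed under either setting by the exact test. In 500 bp windows they were 1.49 for Esrrb in TSC DARs and 0.988 for TEAD in d2 DARs, in the regions as given 1.09 for Blimp1 in d2 DARs, and without mostly masked regions 1.11 for Blimp1 and 1.05 for E-box in TSC DARs. For d2 DARs of gene lists without strata they were 1.49 for TSC self-renewal, 1.46 for spongiotrophoblast, 1.19 for pluripotency, 1.91 for FGF and ERK, 1.85 for TGF-beta, 1.35 for cell cycle and 2.05 for Blimp1 targets, and within classes of TSC peaks 1.05 for spongiotrophoblast, 1.09 for TGF-beta, 1.24 for cell cycle and 1.03 for Blimp1 targets. Within 25 kb they were 0.814 for giant cell, 1.61 for spongiotrophoblast, 0.958 for labyrinth, 1.99 for primitive endoderm and 0.935 for vascular genes, and with the region as the unit 0.992 for giant cell, 1.15 for spongiotrophoblast, 1.91 for cell cycle and 1.13 for Blimp1 targets. With at least 2 DARs required they were 0.646 for giant cell, 2.10 for spongiotrophoblast, 0.599 for actin, 4.11 for cell cycle, 0.991 for vascular, 1.955 for neuronal and 3.82 for haematopoietic genes, and in the upper 50% of scores 0.642 for giant cell, 0.990 for junction and 2.35 for cell cycle genes. For d2-only over TSC-only peaks they were 1.01 for giant cell genes with 50% of the shorter region shared, and within 25 kb 0.903 for spongiotrophoblast and 1.25 for actin genes. Strata remove differences in GC content, distance and peak number, and the cause of the other changes was not tested.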

Other observations

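The comparisons of motifs, repeats and chromosomes between TSC-only and d2-only peaks and of words shared between TSC DARs, and the tests of weaker calls in the first TSC replicate, of repeats among uniquely placed TSC DARs and of a wider accessibility of repeats, were chosen after the results had been seen. Peaks found at a single stage also differed in AP-2, GATA, C/EBP, SOX, T-box and Cdx motifs, but they are not independent of the DARs, since 17.9% of d2-only and 0.690% of TSC-only peaks overlapped a DAR. Compared with the 20429 TSC-only peaks, the d2-only peaks had more AP-2 motifs (18.2% and 9.92%, odds ratio 2.37, 2.24 to 2.52), more GATA motifs (19.4% and 10.6%, 1.59, 1.5 to 1.67) and more C/EBP motifs (0.493% and 0.0832%, 5.05, 3.02 to 8.43). SOX (6.20% and 16.1%, 0.314, 0.296 to 0.334), T-box (1.78% and 4.89%, 0.264, 0.238 to 0.293) and Cdx motifs (3.53% and 5.42%, 0.476, 0.437 to 0.519) were less frequent in d2-only peaks, as was AP-1 (0.615). With peaks that overlap a DAR left out, the odds ratios were 2.21 for AP-2, 1.47 for GATA, 4.15 for C/EBP, 0.324 for SOX, 0.274 for T-box and 0.507 for Cdx. All 15 motifs passed by the exact permutation test with or without these peaks. With mostly masked regions left out, the odds ratios were 0.346 for SOX, 0.379 for T-box and 0.504 for Cdx. The reversed controls of SOX (1.19), T-box (0.895, adjusted exact p = 0.187) and Cdx (0.871, adjusted exact p = 0.00799) were nearer 1, and with mostly masked regions left out they were 1.02, 0.773 (0.659 to 0.906, adjusted exact p = 0.0124) and 0.970, so that the T-box control was then less frequent as well. Of the 14 reversed controls 3 passed above and 5 below.

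TSC DARs shared sequence with one another. A 24-base word was common to at least 1 other TSC DAR in 75 of 160, and 61 of them were linked into a single set, whereas 1000 draws of 160 other TSC peaks gave a median of 13 and at most 27 (permutation p = 0.001, the smallest these draws can give). Other TSC peaks were mostly masked in 16.8% of cases and TSC DARs in 53.1%, so the difference may follow from the repeat content already described. The word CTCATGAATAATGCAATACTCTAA, present 499 times in the genome, occurred in 31 TSC DARs, 232 other TSC peaks, 0 d2 DARs, 16 other d2 peaks and 1 of 10000 random regions. The T-box motif was present in 23 of these 31 TSC DARs, the SOX motif in 16 and the Cdx motif in 13. The study names endogenous retroviral elements in TSC DARs, and the word was not assigned to a repeat family here. On the X chromosome lay 3.81% of TSC-only and 2.75% of d2-only peaks (odds ratio 1.40, 1.27 to 1.54, Fisher's exact test, adjusted p = 1.77e-10), and chromosomes 3, 11, 14 and 19 differed as well, with odds ratios of 1.10, 0.906, 0.836 and 0.781.

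The first pattern weighed was the excess of d2 DARs over TSC DARs. Weaker calling in the first TSC replicate could not be decided: 92.5% of TSC DARs scored lower in replicate 1, against 46.8% of d2 DARs, but this restates the score medians that prompted the test. Among all peaks the shares were 80.3% in TSCs and 48.0% at d2, so the lower scores were not confined to DARs. The study also describes TSC DARs of a single line, which were not among the lists used here. In the highest-scoring 25% of each peak list, d2-only regions were 3.06 times as numerous as TSC-only ones (3466 and 1132). This lies between the bounds of 3 and 10 set in advance, so the test is undecided by those bounds. The ratio is far below the 46.1 times seen for DARs, and in all there were 35063 d2-only and 20429 TSC-only peaks. Peaks found at a single stage and DARs rest on unlike calls and thresholds, so these ratios are not directly comparable and no conclusion is drawn from them. Depth, which was unknown, and a biological gain of accessibility on differentiation both stay open.

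The second pattern was the repeat content of TSC DARs. Reads that match several places exactly are argued against as the only cause, since among regions with every 75-base word of the window unique 37 of 110 TSC DARs (33.6%) and 6.88% of other TSC peaks were mostly masked (odds ratio 6.85, 4.61 to 10.2, exact p = 1.91e-16). Words were counted by exact match, so a word close to but not identical with other copies counted as unique. Reads misplaced among near-identical copies therefore stay open. Distance from genes alone is argued against by an odds ratio of 2.68 (1.95 to 3.70) within classes of distance, although this is below the 5.60 without them. A wider accessibility of repeats in TSCs than at d2 is a candidate explanation: 32.4% of TSC-only and 7.07% of d2-only peaks were mostly masked (odds ratio 6.29, 5.98 to 6.61, and 5.47 without peaks that overlap a DAR), and among peaks with over 50% unique words it was 19.2% and 6.49% (3.42, 3.23 to 3.62). That last fall shows that multiply placed reads may account for part of the stage difference in peaks, which was found and tested on the same data.

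The third pattern was the T-box, Cdx and SOX motifs of TSC DARs. Without mostly masked regions the odds ratios were 2.60 (1.39 to 4.84) for Cdx and 3.03 (1.86 to 4.95) for SOX. Mostly masked regions as the only carrier are thus argued against, although the value of Cdx is near the 2.31 (1.36 to 3.92) of the reversed GATA control. Masking was measured on the region and motifs in the 200 bp window, and whether a match lay in a repeat was not examined. Carriage by repeats in or beside the remaining regions therefore stays open for both motifs. For T-box, 42 of the 48 TSC DARs with the motif were mostly masked, and without such regions the odds ratio was 2.07 (0.898 to 4.79), so carriage by repeats may account for most of that enrichment in TSC DARs. The interval is wide because 6 matches remained. T-box motifs were less frequent in d2-only than in TSC-only peaks with mostly masked regions left out as well. Binding of Eomes, Cdx2 or Sox2 at these regions was not tested.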
